A study of Mus musculus with 10 samples. Its data were reported in "CDCA7-associated global aberrant DNA hypomethylation translates to localized, tissue-specific transcriptional responses" (2024).

How the data were processed

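H3K9me3 and H3K27me3 were profiled by ChIP-seq in mouse spleen at postnatal day 21, with 2 WT and 2 G305V libraries and 1 input library per mark. The input came from a WT spleen for H3K9me3 and from a G305V spleen for H3K27me3, per the labels. The authors trimmed reads with Trim Galore, aligned them to the mouse genome build mm10 with Bowtie2 2.3.4.2, and called broad enriched regions against the input with SICER, in windows of 200 bp for H3K9me3 and 1000 bp for H3K27me3. The authors combined the libraries with DiffBind and compared the genotypes with its DESeq2 option at a false discovery rate of 0.05.

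Per the deposited tables, each mark has a consensus list of regions, a list for each of the 4 libraries, and a list of regions gained or lost in G305V. The deposited tables hold positions and annotation words, and no read count, score, fold change or p-value. Sequencing depth is therefore unknown, and no test of read counts per region was run. Each library list was checked to be a subset of the consensus list with the same boundaries, and each consensus region was called in at least 2 libraries, so a region called in a single library is outside every value given here. The tables hold chromosomes 1 to 19. The H3K9me3 consensus and library starts counted from 0 and were shifted to count from 1. The input libraries have no list of their own and were not used here beyond the authors' calling.

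Regions were set against GENCODE M21 genes and the GRCm38 sequence with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and drawn with matplotlib 3.10.9. A promoter was any gene start ± 1.5 kb, and an overlap counted from 1 bp. The copy number of a region's sequence was read from words of 31 bases sampled every 100 bp for H3K9me3 and every 1000 bp for H3K27me3, as the share found more than once in the genome.

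The number of regions, their covered length, promoter share, intergenic share and width were compared between genotypes by exact two-sided permutation tests over the 4 libraries of a mark. Pairs of libraries were compared by the Jaccard index of covered bases, which is the shared length divided by the joint length. Gained, lost and unchanged regions were compared by two-sided Fisher's exact tests for shares and by two-sided permutation tests of medians with 100000 resamples for width, gene density and sequence content. Odds ratios carry 95% intervals, computed with 0.5 added to each cell where a count was 0. For 24 gene lists, the regions overlapping a member gene were tested among gained and among lost regions against all other consensus regions, with Benjamini-Hochberg adjustment over 48 tests per mark. Of the lists, 6 were families that the study named from these samples for either mark. As a check against neighbouring regions, the directions were also slid along the genome in every possible way.

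The main comparisons, lists, alternatives and the rule for naming genes were set before the data were examined. Not among them were the tests of CpG ratio and repeat-masked share, and those of width and G+C content for H3K9me3. The tests per library of promoter share, intergenic share and mean width were not among them either. Further added tests are named where they are given. The rule took the 10 gained and 10 lost regions with the lowest false discovery rate or, where the table has neither that nor a fold change, the widest, and all if there were fewer. Each was named by at most 4 genes with the longest overlap, or by the nearest gene. It added up to 4 genes per list and direction, and always Cdca7, the protocadherin, Hox and Zscan4 clusters, Olfm4, Clec4g, Mrgpra4 and Vmn2r96. Since the deposited tables have no false discovery rate or fold change per region, the widest regions were used.

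Alternatives were other promoter widths (1 and 3 kb), protein-coding genes alone, gene starts in place of gene bodies, regions within 500 kb counted once, a background of regions over genes, an overlap of at least 10% of the region, and leaving out each library. On simulated data, directions assigned at random gave some list past the threshold in 2% of 100 runs for H3K27me3 and in 1% for H3K9me3. The regions were drawn independently of each other, so these shares do not cover neighbouring regions that change together. A 5-fold excess of gained regions over olfactory receptors was recovered in 66% of 50 runs and a 10-fold excess in 100%.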

Results

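The data collected were chromatin immunoprecipitation sequencing (ChIP-seq) profiles of 2 repressive histone marks in the spleen of FVB mice at postnatal day 21. H3K27me3 is the trimethylation laid down by Polycomb complexes at silent genes, and H3K9me3 is the trimethylation of heterochromatin and of many repeated sequences. Each mark was profiled in 2 wild-type (WT) libraries and in 2 libraries from mice homozygous for the Cdca7 G305V missense mutation (G305V). CDCA7 is a protein of the DNA methylation pathway, and the comparisons ask whether repressive marks are placed differently when it is altered. With 2 input libraries, 1 per mark, this makes 10 samples. The deposited tables hold region positions, annotation words and the authors' gained or lost calls, so the read depth behind each region is unknown and no level, fold change or p-value per region can be given. The labels number the replicates without naming animals, so spreads between replicates describe these libraries.

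In G305V spleen H3K27me3 was gained over wide, gene-poor regions, among which vomeronasal and olfactory receptor genes were over-represented, and no gene list was over-represented among the regions that lost it. The study had named both receptor families for gained H3K27me3 in these same samples, so their over-representation is not independent evidence. In the authors' deposited table, 175 of 8248 consensus regions gained H3K27me3 and 135 lost it at a false discovery rate of 0.05. Vomeronasal receptors, which sense pheromones, had gained H3K27me3 in 10 of the 16 regions over their genes, and olfactory receptors, which sense odours, in 12 of 69. The 4 Hox clusters, classical Polycomb targets, each lay in a single region, and none of these was gained or lost. With 4 regions, and few regions changed anywhere, this cannot show that the Hox clusters were spared. The paper reported H3K27me3 loss at the Hox clusters in the mutant embryonic cerebrum, another tissue. The H3K27me3 region over Cdca7 itself was called in every library. Gained and lost regions together made up 3.76% of the consensus, which leaves most of the mark without a call in either direction.

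The 10 widest gained H3K27me3 regions of the authors' deposited table (build mm10) ranged from 160 to 326 kb. The widest, 326 kb on chromosome 12 from 109087001 to 109412999, overlapped the pseudogene Mif-ps7 and 2 small RNA genes and no protein-coding gene. Next in width, the authors' deposited table gave 217 kb on chromosome 3 (106113001 to 106329999) over Chil3, Chia1 and Chil4, genes of the chitinase family. On chromosome 13 (42608001 to 42821999) a region inside Phactr1, a regulator of actin and protein phosphatase 1, was gained. On chromosome 7 (5098001 to 5311999) the gained region held Vmn1r55 and Vmn1r57 together with Nlrp2 and Rfpl4, genes known from oocytes. A gained region on chromosome 15 (77972001 to 78162999) covered Cacng2, an auxiliary subunit of calcium channels and glutamate receptors, and part of Ift27. The keratin genes Krt19, Krt32 and Krt9, which encode filaments of epithelia and hair, lay in a gained region of 183 kb on chromosome 11 (100055001 to 100237999). Ces2b and Ces2c, carboxylesterases, lay in a gained region on chromosome 8 (104753001 to 104930999), and Scgb2a2, a secretoglobin, in a gained region on chromosome 19 (9681001 to 9852999). The remaining regions of this rank were on chromosome 16 (19265001 to 19430999) over Olfr164 and Olfr165 and on chromosome 19 (9133001 to 9292999) over Asrgl1. All 10 were called as enriched in both WT and both G305V libraries. Each library list carries the consensus boundaries, so a call cannot show how much of a region the mark covered in WT spleen.

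The widest lost region of the authors' deposited table, 169 kb on chromosome 16 (10747001 to 10915999), held Rmi2, a genome stability factor, and the protamine gene Prm1, which packs sperm DNA. Prn, Prnp and Prnd, the prion protein genes, and Rassf2 lay in a lost region on chromosome 2 (131884001 to 131994999). Further lost regions covered Chst11, a chondroitin sulfotransferase, on chromosome 10 (82932001 to 83031999), Acot11, an acyl-CoA thioesterase, on chromosome 4 (106804001 to 106892999), Atp2b4, a calcium pump, on chromosome 1 (133781001 to 133868999), and Mchr1, a receptor for melanin-concentrating hormone, on chromosome 15 (81208001 to 81295999). The other 4 held noncoding or unnamed gene models: 1700029J03Rik on chromosome 16 (93364001 to 93497999), Gm11591 on chromosome 1 (61140001 to 61233999), Gm37240 on chromosome 3 (84710001 to 84798999) and Gm6029 on chromosome 16 (30116001 to 30192999). The region over Gm11591 was called in both WT libraries and in neither G305V library. Over the whole list, 93 of the 175 gained regions were called in both G305V libraries and in neither WT library, and 58 were called in all 4. Of the 135 lost regions, 57 were called in both WT libraries and in neither G305V library, and 43 in all 4.

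Of the 24 gene lists, vomeronasal and olfactory receptors were over-represented among the gained H3K27me3 regions under every alternative run, and sliding the directions along the genome gave an adjusted share of 0.00291 for each. Vomeronasal receptors reached an odds ratio of 81.5 (95% interval 29.3 to 227, adjusted p = 4.92e-12, two-sided Fisher's exact test over 24 lists and both directions), with Vmn1r55, Vmn1r57, Vmn1r56 and Vmn2r82 the members in the widest regions. Olfactory receptors reached 10.4 (95% interval 5.45 to 19.7, exact test, adjusted p = 4.22e-07), led by Olfr164, Olfr165, Olfr167 and Olfr169, and 1 of their 69 regions, over Olfr49, was lost. Of the 1101 olfactory receptor genes on the autosomes, 164 touched any H3K27me3 region and 28 a gained region; of the 327 vomeronasal receptor genes, 27 touched a region and 16 a gained region. The clustered protocadherins, adhesion proteins of neurons, had 2 of 7 regions gained (exact test, adjusted p = 0.0841), keratins 2 of 13 (adjusted p = 0.240) and cytochrome P450 genes, oxidative enzymes such as Cyp2d9, Cyp2f2, Cyp2t4 and Cyp2d34, 4 of 32 (adjusted p = 0.0531). The study named the protocadherin, olfactory receptor, keratin and vomeronasal receptor genes for gained H3K27me3 in these same samples, so their direction here is not independent evidence. Cytochrome P450 genes were named there for H3K9me3 only, as unchanged. In gained regions a median of 23.1% of the words of 31 bases occurred more than once in the genome, against 7.76% in unchanged regions. With regions within 500 kb counted once, 1 of 22 cytochrome P450 regions was gained (odds ratio 2.24, exact test, adjusted p = 1). Among lists not taken from the study, prolactin, defensin, serpin and lipocalin genes (here Serpinb9f, Serpinb9e, Serpina10 and Defb37) had 4 of 28 regions gained (odds ratio 7.85, exact test, adjusted p = 0.0431). That call ended when a region had to touch a gene start (odds ratio 6.10, exact test, adjusted p = 0.205), when regions within 500 kb were counted once (odds ratio 7.24, adjusted p = 0.462) and when the directions were slid along the genome (adjusted share 0.0844). Neighbouring regions of a cluster are not independent, and the units of these tests are regions, not mice.

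**Figure D1:**
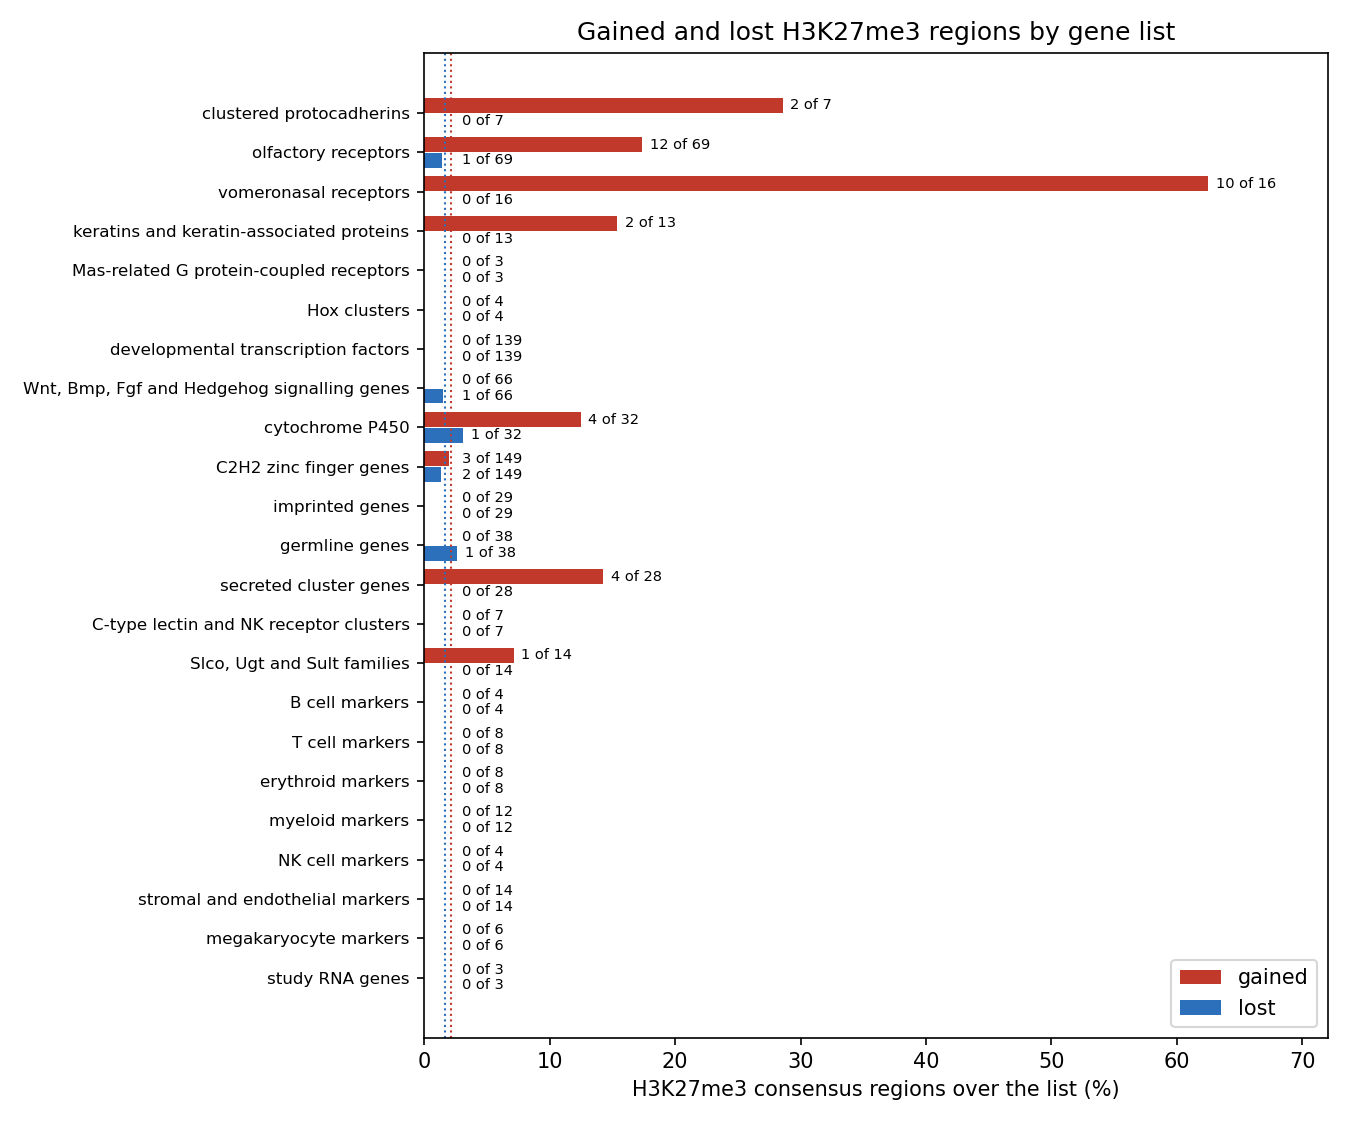
Share of the H3K27me3 consensus regions over each gene list that the authors' deposited table gives as gained (red) or lost (blue) in G305V spleen, with the counts beside each bar; the horizontal axis is in percent and the dotted lines mark the shares over all regions, 2.12% gained and 1.64% lost. Vomeronasal receptors stand out with 10 of 16 regions gained, and most other lists have 0.

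No list was over-represented among the lost H3K27me3 regions. Homeobox and other developmental transcription factors had 139 regions, of which 0 were gained (exact test, adjusted p = 0.854) and 0 lost (adjusted p = 1). The Wnt, Bmp, Fgf and Hedgehog genes had 1 of 66 regions lost, over Gdf15, and C2H2 zinc finger genes had 3 of 149 gained (Zfp563, Zfp180 and Zfp418) and 2 lost (Zfp961 and Zfp572). Germline genes had 1 of 38 regions lost, over Tex19.1 and Tex19.2, and cytochrome P450 genes 1 of 32, over Cyp4f18. Organic anion transporter, glucuronosyltransferase and sulfotransferase genes had 1 of 14 gained, over Slco5a1. Imprinted genes (29 regions), C-type lectin and natural killer receptor clusters (7), Mas-related receptors (3) and a set of genes more transcribed in mutant spleen (3), such as Clec4g, had no gained and no lost region. That set came from the study's RNA measurements in other samples. The same held for the markers of B cells (4 regions), T cells (8), erythroid cells (8), myeloid cells (12), natural killer cells (4), stroma and endothelium (14) and megakaryocytes (6). The Zscan4 cluster, genes of the early embryo, had no H3K27me3 region.

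At the protocadherin clusters on chromosome 18 the regions differed between genotypes in Pcdha and Pcdhb and not in Pcdhg. Over Pcdha, a region from 36930001 to 36974999, which takes in Pcdha1 to Pcdha7, was called in both G305V libraries and in neither WT library and is gained in the authors' deposited table. A neighbouring region from 36984001 to 37013999 had the same calls without being listed as gained. The remaining Pcdha region, from 37139001 to 37148999, was called in all 4 libraries and is not listed as changed. Over Pcdhb, the only region (37463001 to 37491999) was likewise called in the G305V libraries alone and is gained in the authors' deposited table. The 3 regions over Pcdhg, together 80.1% of that cluster, were called in all 4 libraries. Each of the 4 Hox clusters was fully covered by a single H3K27me3 region called in all 4 libraries, the widest being 433 kb over HoxC on chromosome 15 (102720001 to 103152999). The region over Cdca7 spanned 288 kb on chromosome 2 (72463001 to 72750999), and since the mutation is a missense change this does not check the labels. Of the genes more transcribed in mutant spleen, Olfm4, Mrgpra4 and Vmn2r96 had no H3K27me3 region, and the region over Clec4g was called in 3 of the 4 libraries.

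**Figure D2:**
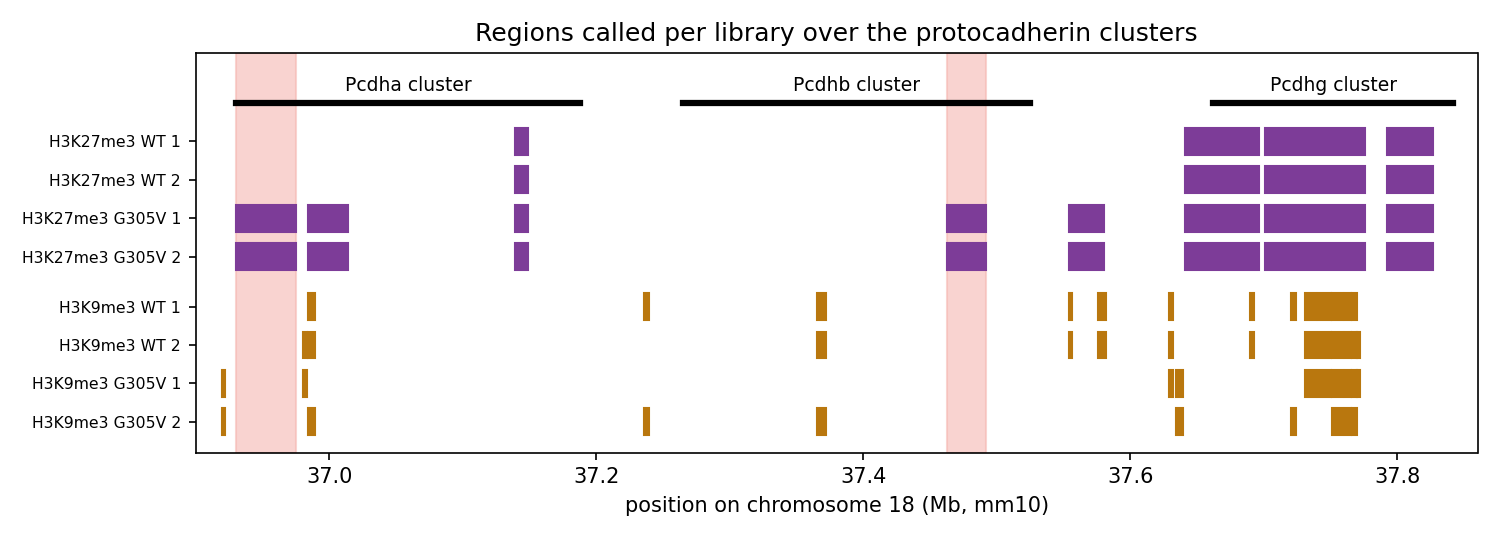
Regions called in each library over the 3 protocadherin clusters on chromosome 18, by position in Mb (mm10); purple bars are H3K27me3 regions, brown bars H3K9me3 regions, black lines the clusters, and the pink bands the regions gained in the authors' deposited table. The bands over Pcdha and Pcdhb hold purple bars in the 2 G305V libraries alone, whereas the purple bars over Pcdhg are in all 4.

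The number and total length of called H3K27me3 regions were close in the genotypes. Each library list carries the consensus boundaries, so the covered length and the shared bases given here cannot show a region that spread or shrank within them, for either mark. WT libraries held 7201.5 ± 448 regions (SD, n = 2) and G305V libraries 6951.5 ± 134 (SD, n = 2), over 394 ± 13.7 Mb and 390.1 ± 0.660 Mb. Neither the number (exact two-sided permutation p = 0.667) nor the length (exact p = 1) differed by more than the spread between replicates, and without WT replicate 2 both differences changed sign, to 66.5 regions and 5.87 Mb more in G305V. With 2 against 2 libraries the smallest p this test allows is 0.333. Libraries of 1 genotype shared slightly more bases than libraries of different genotypes: the Jaccard index was 0.896 for the WT pair and 0.880 for the G305V pair, against 0.844 to 0.873 across genotypes. Both WT and no G305V library held 463 regions, and both G305V and no WT library held 359. The sum, 822, compares with 405 and 480 for the other 2 ways of pairing the libraries.

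**Figure D3:**
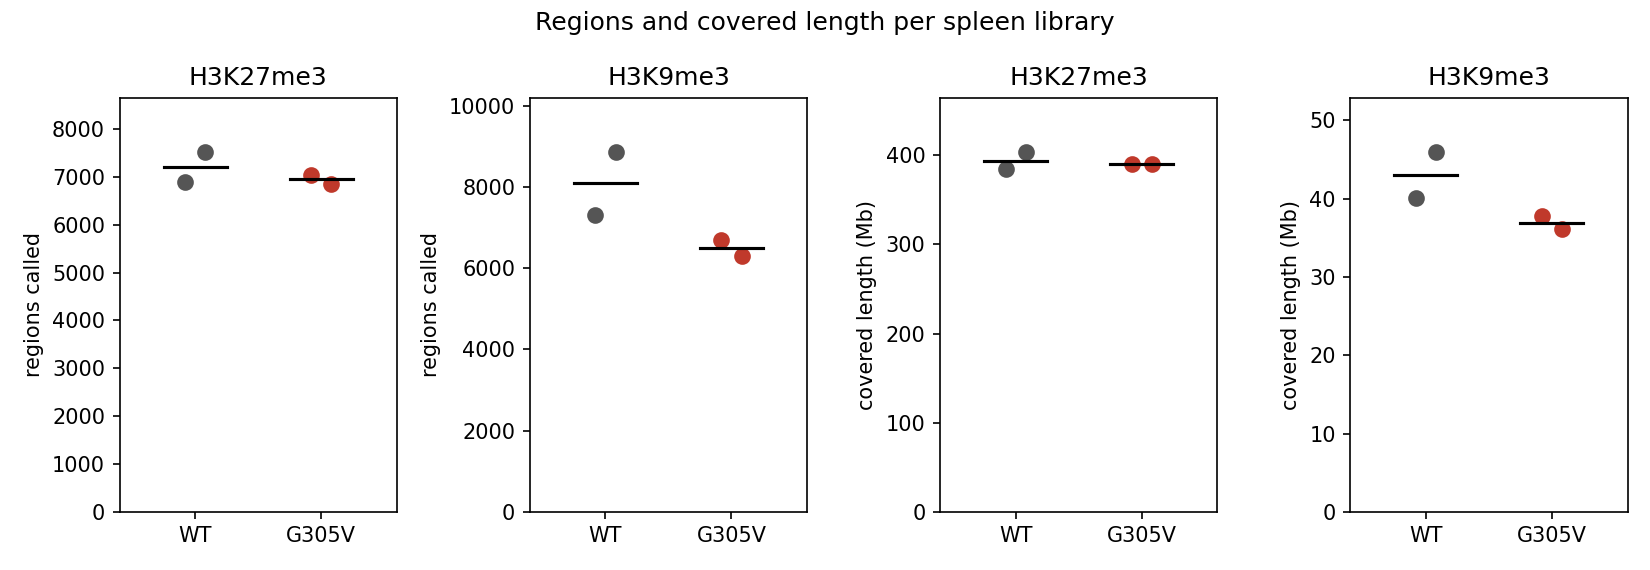
Number of regions (left pair of panels) and covered length in Mb (right pair) in each library, with vertical axes from 0; points are libraries and bars the mean of 2. The H3K27me3 points overlap between WT and G305V, while for H3K9me3 both G305V points lie below both WT points.

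Gained H3K27me3 regions were wider and poorer in gene starts and in G+C than unchanged regions, and lost regions differed from unchanged ones in gene density and promoter share only when protein-coding genes alone were counted. The median width was 53.0 kb for gained regions (quartiles 33.0 and 87.5), 38 kb for lost (28 and 54.5) and 37.0 kb for unchanged regions (24.0 and 63.0); gained regions were wider than lost ones (permutation p = 0.00027, adjusted p = 0.000442 over 18 tests) and than unchanged ones (permutation p = 2e-05, adjusted p = 3.6e-05). They held 1.92 gene starts per 100 kb at the median, against 3.23 in lost and 3.70 in unchanged regions (permutation p = 0.0032 and 1e-05, the latter the smallest that the resamples can give). For lost against unchanged regions the density gave a permutation p = 0.186. Counting protein-coding genes only, the median density was 0 in gained and in lost regions (permutation p = 1), and lost regions then differed from unchanged ones by -1.96 gene starts per 100 kb (permutation p = 0.00029). The median G+C content was 41.7% in gained regions and 45.5% in both lost and unchanged regions (permutation p = 1e-05 for gained against each). A gene start within 1.5 kb was found in 70.3% of gained, 74.8% of lost and 80.1% of unchanged regions. The gained share was lower than the unchanged one (odds ratio 0.589, 95% interval 0.424 to 0.818, adjusted p = 0.00660 over 3 two-sided Fisher's exact tests), and gained and lost regions did not differ (adjusted p = 0.443). Lost regions fell below unchanged ones only when protein-coding genes alone were counted (51.9% against 66.2%, odds ratio 0.550, Fisher's exact p = 0.000666). The authors' deposited table of changed regions annotates 92 of the gained and 83 of the lost regions as promoter. For the lost regions this is slightly fewer than the study's own count, given below. The annotation in their consensus table is another one, and it places 121 of the same gained and 87 of the same lost regions between genes, with 4 of each at a promoter. Per library, 83.0% ± 0.905 (SD, n = 2) of WT and 83.0% ± 0.948 (SD, n = 2) of G305V regions lay within 1.5 kb of a gene start. This counts any overlap with the start of any gene, noncoding genes and pseudogenes included. The study's promoter shares, given below, are lower and come from its own annotation, so the values are not on the same measure.

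H3K9me3 changed at far fewer places than H3K27me3, and most of the changes were losses. Of 10656 consensus regions, 24 lost H3K9me3 and 5 gained it in the authors' deposited table, together 0.272%. The widest lost region, 153 kb on chromosome 1 (85193801 to 85347199), held Gm2619, C130026I21Rik, Gm16026 and Gm16025, and also Gm7609 and Gm16028, which belong to the set of genes more transcribed in mutant spleen. At the start of the assembled chromosome 9 (3000001 to 3042999), a lost region over Gm26870, Gm10717, Gm10719 and Gm11168 was 91.7% repeat-masked sequence, although the median masked share was lower in lost than in unchanged regions (45.5% against 66.7%, permutation p = 0.0759). The region over a, the agouti coat colour gene, and Gm14226 on chromosome 2 (155017801 to 155027999) was called in both WT libraries and in neither G305V library.

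The other lost regions among the 10 widest of the authors' deposited table held mostly unnamed gene models. They lay on chromosome 13 (12829001 to 12870599) over Gm2544 and Gm18262, on chromosome 8 (19971201 to 20000199) at 900 bp from Gm40466, on chromosome 4 (147073801 to 147096999) over C230088H06Rik and Gm13160, on chromosome 4 (145431801 to 145450599) over Platr16 and Gm13230, on chromosome 5 (109721401 to 109740199) over 4930522L14Rik, on chromosome 13 (120023401 to 120039599) over Gm21188 and Gm36079, and on chromosome 5 (145605001 to 145614199) at 8886 bp from Selenok-ps7. The 5 gained regions of the authors' deposited table were on chromosome 6 (47646601 to 47686999) at 9382 bp from Gm25283, on chromosome 15 (77662401 to 77674999) over Gm49407, on chromosome 6 (26063401 to 26072599) at 86174 bp from Gm20756, on chromosome 7 (60421401 to 60428799) at 128038 bp from Gm30196, and on chromosome 4 (139723801 to 139727999) at 9063 bp from Pax7, a muscle stem cell factor. Of the 24 lost regions, 13 were called in both WT libraries and in neither G305V library, and 7 in all 4.

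The gene lists showed no change of H3K9me3 past the threshold. The genes more transcribed in mutant spleen had 1 of their 3 H3K9me3 regions lost (adjusted p = 0.324, two-sided Fisher's exact test). In the other 23 lists no region was gained or lost, which for C2H2 zinc finger genes, often covered by H3K9me3, meant 0 of 179 regions, for vomeronasal receptors 0 of 23, for germline genes 0 of 19 and for imprinted genes 0 of 16. With 29 changed regions in all, such counts allow little to be seen in small lists. The calls per library were fewer in both G305V than in both WT libraries for several of these lists: 17 and 19 vomeronasal receptor regions were called in WT and 12 and 13 in G305V, and 11 and 15 germline gene regions in WT and 9 and 10 in G305V. Of the 7 cytochrome P450 regions, 5 and 7 were called in WT and 1 and 3 in G305V, and none is in the authors' deposited table of changed regions. These lists were picked out after their values were seen, and calls fell over the whole genome as well, to 0.803 of the WT mean. Across the span of the Zscan4 cluster on chromosome 7 (10794242 to 11402318), 16 H3K9me3 regions covered 17.4% of the bases, and 10 and 14 of them were called in the WT and 10 and 8 in the G305V libraries. The study named this cluster and the cytochrome P450 genes as sites of unchanged H3K9me3 in these same samples, so they were not chosen independently. It did not report them as lost, and the lower calls here are threshold counts that carry no level. The region over Mrgpra4, an itch and pain receptor, on chromosome 7 (47980401 to 47988599), was called in all 4 libraries. The protocadherin clusters held 2 H3K9me3 regions over Pcdha, 1 over Pcdhb and 8 over Pcdhg, none of them listed as changed. Cdca7, Olfm4, Clec4g and Vmn2r96 had no H3K9me3 region, and of the Hox clusters HoxA alone had 1.

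Fewer H3K9me3 regions were called in G305V than in WT libraries. The number was 8086.5 ± 1091 (SD, n = 2) in WT and 6496.5 ± 291 (SD, n = 2) in G305V, over 43.0 ± 4.15 Mb and 36.9 ± 1.17 Mb, with a mean width of 5.33 and 5.69 kb. Both G305V libraries lay below both WT libraries in number and length, which gives an exact two-sided permutation p = 0.333, the smallest that 2 against 2 allow. Without WT replicate 2 the difference went from -1590.0 to -818.5 regions and from -6.07 to -3.14 Mb. Both WT and no G305V library held 1626 regions, against 438 in the reverse direction; the sum, 2064, compares with 1595 and 1783 for the other 2 pairings. The Jaccard index of bases was 0.673 for the WT pair and 0.561 for the G305V pair, and 0.574 to 0.640 across genotypes, so the G305V libraries were no more alike than libraries of different genotypes.

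Regions with lost H3K9me3 held a gene start within 1.5 kb in 12 of 24 cases, or 50.0%, against 16.3% of unchanged regions (odds ratio 5.14, 95% interval 2.3 to 11.5, adjusted p = 0.000419, two-sided Fisher's exact test). Lost regions were also wider, with a median of 7.30 against 4.00 kb (permutation p = 2e-05), and stratified by width the odds ratio was 4.06 (95% interval 1.71 to 9.65). The authors' annotation, in contrast, placed 79.2% of the lost and 71.8% of the unchanged regions between genes, and 1 of the 24 lost regions at a promoter. Over whole libraries it placed 72.3% ± 0.296 (SD, n = 2) of the WT and 72.9% ± 0.364 (SD, n = 2) of the G305V H3K9me3 regions between genes. Per library, a gene start lay within 1.5 kb of 16.6% ± 0.645 (SD, n = 2) of WT and 17.3% ± 0.373 (SD, n = 2) of G305V regions, a difference that gives an exact permutation p = 0.333.

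The marks met in a small part of the genome. Counted from 1 bp, gained H3K27me3 regions overlapped H3K9me3 more often than lost or unchanged regions did. Gained regions were also wider, and a wider region has more bases in which such an overlap can fall. The overlap was not stratified by width, so the shares below cannot separate width from the direction of change. An H3K9me3 region was found in 32.6% of gained, 20% of lost and 18.9% of unchanged H3K27me3 regions. Gained regions differed from unchanged ones (odds ratio 2.08, 95% interval 1.51 to 2.86, adjusted p = 7.03e-05, two-sided Fisher's exact test) and from lost ones (odds ratio 1.93, adjusted p = 0.0218), while lost and unchanged regions did not (adjusted p = 0.739). When at least 10% of the H3K27me3 region had to be covered, the shares were 13.1%, 7.41% and 8.01%, and neither difference of the gained regions passed the threshold (exact test, adjusted p = 0.0712 and 0.205). In all, 10.2 Mb carried both marks, 2.39% of the bases in H3K27me3 regions and 19.3% of those in H3K9me3 regions. No changed H3K9me3 region overlapped a changed H3K27me3 region.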

Values the study reported

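The study reported 10,656 consensus peaks of H3K9me3, with 72.3% of the peaks in WT and 72.8% of those in the mutant lying between genes. It reported 29 H3K9me3 peaks that differed between the genotypes. For H3K27me3 it reported that 66% of WT and 63% of mutant peaks overlapped promoters, and that 310 peaks differed, 175 of them gained and 135 lost in the mutant. It counted 92 of the gained and 85 of the lost peaks at promoters. It also mapped part of the gained peaks to gene clusters, with protocadherin, olfactory receptor, keratin and vomeronasal receptor genes as examples. That share was not compared with the tandem families counted below.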

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

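The test comparing the marks was chosen after the counts were seen, and the 2 tests of explanations were set beforehand. The direction of change differed between the marks. Gains made up 56.5% of the changed H3K27me3 regions and 17.2% of the changed H3K9me3 regions in the authors' deposited table (odds ratio 6.22, 95% interval 2.31 to 16.7, two-sided Fisher's exact test p = 5.45e-05). The units are regions, and the number of mice behind each direction is small.

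H3K9me3 was lost more often than gained, 24 regions against 5, with the lost regions including the one over Gm7609 and Gm16028 and the one over the agouti gene. Sequence present in several copies, where reads cannot be placed with certainty, would give lost regions a higher share of repeated words. Their median share differed from that of unchanged regions by -15.2 percentage points, in the other direction, but with a permutation p = 0.175 this could not exclude the explanation, and the placement of the reads themselves was not measured. A weaker or shallower H3K9me3 profile in both G305V libraries would leave few lost regions called there. Of the lost regions, 29.2% were called in both G305V libraries, between the bounds set for and against it, so this explanation and an effect of the genotype cannot be told apart without read depth. The authors' normalization was not tested, as the values it acts on are not in the tables. An effect of the mutation on H3K9me3 stays open as well: the calls are the authors' own comparison of genotypes, and no further test was run here.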

How the results depend on the processing

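The added tests in this part, chosen after seeing the data, were the Jaccard index of regions, the sliding of directions, the stratification by region width and the pairing of replicates. Of 36 comparisons with alternatives set beforehand that could move a value across a threshold, 26 kept the direction and the side of it, as did 10 of 11 added ones, among which the Jaccard index has no test and was held to the range of its values between genotypes. The number of H3K27me3 lists past the threshold was 3, and 2 with gene starts, 2 with neighbours counted once, 4 with the background of regions over genes and 2 with sliding, so single lists crossed it. Olfactory receptors stayed over-represented among gained H3K27me3 regions under the alternatives run (odds ratio 8.39 to 12.1), and so did vomeronasal receptors (62.5 to 114.1).

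With 2 libraries per group, leaving 1 out can change the sign of a difference but cannot move it by more than 1 SD, so it says little about stability. Leaving out each library in turn gave differences (G305V minus WT) of -566.5 to 66.5 H3K27me3 regions and -13.5 to 5.87 Mb, both positive without WT replicate 2 only. For H3K9me3 they ranged from -2361.5 to -818.5 regions and from -9.0 to -3.14 Mb. With protein-coding genes alone, lost H3K27me3 regions fell below unchanged ones in promoter share (odds ratio 0.550, p = 0.000666) and in gene starts per 100 kb (difference -1.96, permutation p = 0.00029), and the difference in gene density between gained and lost regions was 0 (permutation p = 1). Cytochrome P450 genes passed the threshold among gained regions with a background of regions over genes (odds ratio 7.24, exact test, adjusted p = 0.0414), while with regions within 500 kb counted once 1 of 22 regions was gained and the odds ratio was 2.24, against 6.72 before (adjusted p = 1). Stratified by width it was 4.73. The prolactin, defensin, serpin and lipocalin list no longer passed with gene starts (6.10, exact test, adjusted p = 0.205), with neighbours counted once (7.24, adjusted p = 0.462), or with the directions slid along the genome (7.85, adjusted share 0.0844), and with the background of regions over genes its adjusted p was 0.0334. Gained against unchanged H3K9me3 regions reversed with promoters of ± 3 kb (0.936, Fisher's exact p = 1). With at least 10% of the region covered, the overlap of the marks was 1.89 for gained against lost (exact test, adjusted p = 0.205), 1.74 for gained against unchanged (adjusted p = 0.0712) and reversed to 0.918 for lost against unchanged. The cause was not tested for these.

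Not run, since the tables hold no value per region, were the stricter false discovery rate, the fold threshold, the stricter peak threshold, equal numbers of peaks, and the normalization, filter, pseudocount, replicate block and leaving out of libraries for a test of counts. The labels do not say that replicates with the same number share an animal or a day, and their deviations across regions were hardly related (correlation -0.0407 for H3K27me3 and -0.0284 for H3K9me3). Taken as a replicate block all the same, the paired differences (G305V minus WT) were 161 and -661 H3K27me3 regions and -613 and -2567 H3K9me3 regions, with means of -250.0 and -1590.0 (exact sign-flip p = 1 and 0.5, the smallest that 2 pairs allow being 0.5). Another 23 comparisons, which left out chromosomes X and Y or asked for a larger overlap between libraries, could move nothing, because the tables lack those chromosomes and the lists share their boundaries; this says nothing about stability. Depth, and any limit it sets, is unknown.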

Other observations

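The tests of tandem families, those of their explanations included, and of single chromosomes in this part were chosen after the result was seen, and the tests on the families the study named and on cell types were set beforehand. Protein-coding genes in tandem families, with at least 3 members of the same name stem within 500 kb, lay in 507 H3K27me3 regions. Of the gained regions in the authors' deposited table, 47, or 26.9%, held such genes (odds ratio 6.08, 95% interval 4.29 to 8.60, two-sided Fisher's exact test p = 1.15e-18), against 7, or 5.19%, of the lost regions (odds ratio 0.833, p = 0.856). Gained regions were also wider than unchanged ones, and these odds ratios were not stratified by width. The 507 regions include families that the study named from these samples, and outside those lists 18 gained regions held such genes. Besides receptors, the name stems with the most gained regions were Cyp with 4, Slc and Zfp with 3 each, and Chil and Serpinb with 2 each. A single gained region held 8 kallikrein genes (Klk), which encode secreted proteases. Another single gained region held 7 keratin-associated protein genes (Krtap) of hair. The Krtap and Cyp genes belong to lists taken from the study. Chromosome 7 held 33 gained regions (odds ratio 3.10, exact test, adjusted p = 9.62e-06 over 38 tests) and 1 lost region (odds ratio 0.0943, adjusted p = 0.0128). No check against neighbouring regions was run for chromosomes. Gained regions over Vmn1r55, Vmn1r57, Cyp2f2 and Cyp2t4 lie on chromosome 7, so this result partly repeats that of the families.

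Gained H3K27me3 regions also differed in sequence, in measures that were not among the comparisons set beforehand. Their median ratio of observed to expected CpG sites was 0.173, against 0.222 in lost and 0.232 in unchanged regions, and 39.6% of their bases were repeat-masked at the median, against 26.7% and 26.6% (permutation p = 1e-05 for gained against each, the smallest that the resamples can give).

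Gains of H3K27me3 were frequent in the families that the study named from these samples for either mark: 30 of their 137 regions were gained, which is 17.1% of the gained and 1.33% of the other regions (odds ratio 15.4, 95% interval 9.95 to 23.8, two-sided Fisher's exact test). Most of these families were named because they gained H3K27me3 here, so neither this value nor the tests on them can decide an explanation. Stratified by G+C content the odds ratio was 9.03, stratified by the share of sequence present in several copies it was 9.61, and of 8248 placements of the directions along the genome the actual one alone gave as many, a share of 0.000121.

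The tandem families outside those named lists were taken by rule, and 18 of their regions were gained, which is 10.3% of the gained and 4.63% of the other regions (odds ratio 2.36, 95% interval 1.43 to 3.89, two-sided Fisher's exact test p = 0.00179). The paper had already reported gains at gene clusters in general from these samples, so these families are not independent of that report. For them, a bias by G+C content as the whole explanation is argued against by the stratified odds ratio of 2.32 (95% interval 1.38 to 3.91). Neighbouring regions counted many times are argued against by a share of 0.00497 of the placements with as many. Region width was not tested for these families. Gained regions had a median width of 53.0 kb against 37.0 kb for unchanged ones, and a wider region has more bases in which a family gene can fall. Width therefore stays open for these odds ratios. Sequence present in several copies stays open as an explanation: stratified by it, the odds ratio fell to 1.52 and its interval, 0.905 to 2.54, reached 1, because the estimate itself became smaller. Reads that cannot be placed with certainty may therefore contribute to the gains in gene clusters, although the measure counts words of 31 bases and the placement of the longer reads was not measured. The authors' normalization and the depth of the libraries were not tested. An effect of the mutation on H3K27me3 stays open as well: the calls are the authors' own comparison of genotypes, and no further test was run here. The paper also reported that gained H3K27me3 lay at sites with reduced DNA methylation, and that its loss did not depend on methylation changes. DNA methylation was not examined here.

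Losses of H3K27me3 could come from a shift in spleen cell types, which would change regions over marker genes. Of 54 regions over the markers of 7 cell types, 0 were gained or lost, where 2.03 were expected, and random regions give 0 with a chance of 0.125. So few were expected that a shift in cell types and an effect of the genotype cannot be told apart here; 57 of the 95 marker genes lay in any H3K27me3 region.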
